A study of Drosophila melanogaster with 12 samples. Its data were reported in "Pumilio differentially binds to mRNA 3′ UTR isoforms to regulate localization of synaptic proteins" (2025).

How the data were processed

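RNA bound by the protein Pumilio (Pum) was recovered from UV-cross-linked adult Drosophila heads by immunopurification with an anti-Flag antibody (xRIP) and sequenced at its 3′ ends (3′-seq). In this method, a primer on the poly(A) tail places the first sequenced base next to the end of the transcript. The 12 libraries form 4 groups of 3: input and IP from flies whose endogenous Pum carries a Flag-HA tag, and input and IP from w1118 flies without the tag. Groups and replicate numbers were taken from the titles of the samples.

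The authors trimmed reads with fastp and mapped them with STAR to the dm6 genome. They removed bases followed by a run of at least 6 A, or by 7 A among 10 bases, because the primer can anneal to such stretches inside a transcript. Bases within 25 bases of an annotated 3′ end were exempt. Signal up to 500 bases downstream of a gene was kept. Peaks with a depth of at least 6 reads in a single library were extended outward by up to 15 bases into clusters. Intersecting clusters were merged, and reads were counted again over each cluster in all libraries. For its analyses of 3′ UTR length, the study then used only clusters near high-confidence 3′ ends from long reads or annotation. The deposited table gives each cluster's chromosome, start, end, gene and strand, followed by a count of reads.

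The table consists of 12 blocks of 6 columns placed side by side. The 5 identity columns are the same in every block. The 12 count columns carry one shared heading and no library name, and no source used here says which library each belongs to. Columns were not assigned by their order or values, so none of the 12 count columns was used in any step. Depth per library, replicate spread and every planned comparison between IP and input or between genotypes are therefore not reported here. This covers the gene and cluster contrasts, the interaction, the count of Pum target genes, the long against short isoform comparisons, the set tests of the study's gene lists, and the motif comparison between called and other clusters. The analyses below were chosen after this was found. They use only the positions of the clusters and the genes they name, pooled over all libraries by the authors.

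Starts were read as 0-based and are printed 1-based. The 3′-most base of each cluster was compared with the Ensembl release 115 annotation and the reference genome, both on the assembly to which dm6 corresponds. The authors used an earlier Ensembl release on the same assembly. No cluster lay beyond the end of its chromosome, apart from 1 cluster on an unmapped scaffold that was not checked. The distance to annotated ends peaked at 0 on both strands. Each cluster was placed in the first category that applied, in this order: within 50 bases of a transcript end of a named gene, elsewhere in a 3′ UTR, up to 500 bases downstream of the gene, coding sequence, 5′ UTR, noncoding exon, intron, outside the gene, or gene not in the annotation.

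A supported 3′ end was a group of clusters of 1 gene within 50 bases of an annotated end of that gene, with clusters up to 50 bases apart joined. Only clusters naming 1 gene and protein-coding genes with an annotated 3′ UTR were used. The 3′ UTR of a gene was the longest spliced 3′ UTR among transcripts ending within 50 bases of a supported cluster. For tandem 3′ UTRs, a continuous 3′ UTR block with at least 2 supported ends was divided at the proximal end, and both regions had to measure at least 50 bases. The Pumilio response element was counted as UGUANAUA on the strand of the gene, where N is any base.

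Genes of 4 lists from the study were compared with all other genes by Fisher's exact test (two-sided), with Benjamini-Hochberg adjustment over the 4 lists. The lists were fixed before the data were examined. They hold the Pum targets of a first xRIP run, genes with a neuronal 3′ UTR extension, and the Pum targets with shorter or longer 3′ UTRs in synaptosomes. Each list was also set against 10000 random lists, with a one-sided p, matched on the number of annotated ends (genes with 6 or more in 1 class) or on 3′ UTR length in 100 bins. The smallest p these lists can give is 0.0001. Tests of several supported ends were run for all 4 lists. Conclusions are drawn from them for the Pum targets alone, since the other lists were made from genes with alternative ends. For those other lists, values under alternative settings enter the count of alternatives, and those that changed side of the threshold are printed. A first version used 20 bins. It was replaced after the first results had been seen, because in simulations with a length effect alone it called 16.6% of 500 lists of 400 among 13546 genes, against 7.0% with 100 bins. Doubled motif density was called in 100% of simulations with either binning. Motif counts beyond the proximal end were compared with 100000 random placements of the same motifs along each 3′ UTR (two-sided). That test called 2.0% of 100 simulations of 150 genes with no effect and 100% with doubled density. Genes are not replicates, and these tests describe the listed genes and not the variation between flies. Expression and read depth, which decide whether a cluster is listed, were not matched.

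Poly(A) signals were any of 10 hexamers between 10 and 40 bases upstream, and A was counted in the next 10 bases. Both were compared with 5 random positions per cluster in the same category and gene, or on the same scaffold for rDNA, where stretches of unresolved bases were left out. Positions that met the authors' rule for A stretches were left out on both sides, with the values that keep them given beside, and each position was used once. Intervals are 95% Wilson intervals for shares of clusters or genes, and bootstrap intervals over genes (1000 resamples, or 2000 for tandem genes) for means and densities.

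The rule for named genes was fixed before the data were examined. It names pum, the genes the study's text gives as Pum targets (para, Dop1R1, Syt1, VAChT, nAChRalpha1, nAChRbeta1, nAChRalpha6, klg, orb2, dnc, rut, Shaw, GluRIA and brp), and the isoform examples Bx, Oamb and Sema2b. Its remaining parts select genes by calls from the count columns and were not used. Alternatives varied the distance to annotated ends, the grouping of ends, the clusters used, the motif and the sequence searched. The work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.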

Results

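The dataset comprised 12 xRIP-3′-seq libraries from adult fly heads, 3 for each of Pum input, Pum IP, control input and control IP. It was made to measure how strongly Pum, an RNA-binding protein, associates with long and short 3′ UTR isoforms of the same gene. The measured quantity is the number of reads in clusters that mark transcript 3′ ends. Because the count columns name no library, the depth of each library and the enrichment of any cluster in the IP are not reported here. The results describe the shared list of clusters and have no replicates.

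The list held 32302 clusters. They occupied 31435 distinct positions, since 867 entries repeated a position already listed. At all 704 repeated positions the entries named the same genes in another order. A further property of the list was that 3135 clusters named more than 1 gene. In all, 9576 gene identifiers were named, of which 9496 were found in the annotation used. Clusters were narrow, with 58.5% spanning a single base and the widest spanning 63 bases. Among 20212 pairs of neighbouring clusters in 1 gene, the median gap was 67 bases and 29.5% lay under 15 bases apart. Chromosome 3R carried 7606 clusters, 3L 6061, 2R 5997, X 5577, 2L 5465 and chromosome 4 carried 658. Only 3 clusters lay on Y, and 934 lay on the scaffold that holds the ribosomal DNA repeat.

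The first question was how many clusters mark known transcript ends. Of all clusters, 17132 (53.04%, Wilson 95% interval 52.5% to 53.6%) lay within 50 bases of an annotated end of a named gene. Allowing 25 bases in place of 50 moved this share most, to 46.99%. The 3′-most base coincided with the annotated end in 1875 clusters on the plus strand and 1955 on the minus strand. Another 7513 clusters (23.3%) lay elsewhere in a 3′ UTR and 1839 (5.69%) lay downstream of the gene. Coding sequence held 2259 clusters (6.99%), 5′ UTRs held 1976 (6.12%), noncoding exons held 1181 (3.66%), and introns held 83 (0.257%). With each position counted once (1938 in 5′ UTRs and 2248 in coding sequence), 5′ UTRs carried 0.503 per kilobase of annotated sequence and coding sequence 0.135.

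Sequence around the clusters differed between these categories. Positions followed by an A stretch, as the authors' rule defines it, were left out of both clusters and random positions. Among the remaining 13510 positions at annotated ends, 82.2% (81.5% to 82.8%) had a poly(A) signal hexamer upstream, against 21.6% of random 3′ UTR positions. Over all 16687 positions at annotated ends, the share was 76.1% (75.5% to 76.8%). The share was 49.0% (47.8% to 50.3%) for other 3′ UTR clusters, with 21.9% at random positions. In coding sequence it was 9.08% (7.93% to 10.4%) and in 5′ UTRs 23.1% (21.2% to 25.1%). Random positions in these categories gave 6.68% (5.85% to 7.61%) and 17.2% (16.2% to 18.2%). The order was different for downstream A content. Clusters at annotated ends had a mean of 3.52 A in the next 10 bases, compared with 3.27 at random positions. With A-stretch positions kept, these means were 4.39 and 3.48. Other 3′ UTR clusters had 4.61 A against 3.35, and 5.23 against 3.60 with A-stretch positions kept. Clusters in coding sequence had 5.18 A against 2.79, and clusters in 5′ UTRs had 5.24 A against 3.16. With A-stretch positions kept, they were 5.31 against 2.87 and 5.44 against 3.42. The intervals of clusters and random positions did not overlap in any of these comparisons.

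**Figure D1:**
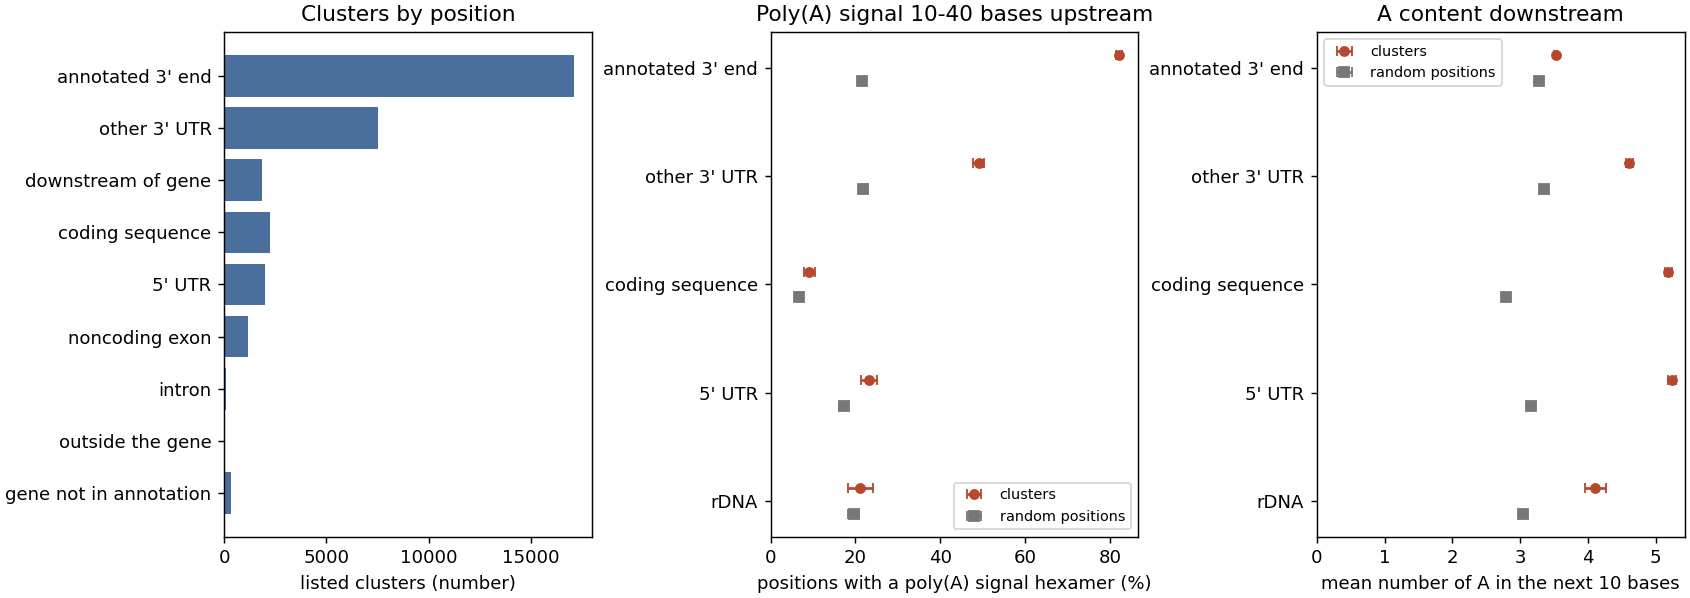
The left panel gives the number of listed clusters in each category. The other panels give, for clusters (circles) and random positions (squares) with 95% intervals, the share with a poly(A) signal hexamer 10 to 40 bases upstream and the mean number of A in the next 10 bases, where clusters at annotated 3′ ends stand at 82.2% and 3.52 A and clusters in coding sequence at 9.08% and 5.18 A, with positions followed by an A stretch left out.

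Long and short isoforms can be compared only in genes where several ends are seen. Of 8100 protein-coding genes with a supported 3′ end, 1362 (16.8%, Wilson 95% interval 16.0% to 17.6%) had 2 or more. Counting all clusters of the 3′ UTR and downstream in these genes, near an annotated end or not, raised this share to 39.2%. That count includes the other 3′ UTR clusters, which had the higher downstream A content given above. The largest number of supported ends in 1 gene was 13.

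The study's gene lists were then examined for the ends they carry in this list of clusters. Of the 460 Pum targets of the first run, 457 were named and 429 had a supported end. The corresponding numbers were 271, 265 and 255 for genes with a neuronal 3′ UTR, 43, 43 and 41 for Pum targets with shorter 3′ UTRs in synaptosomes, and 10, 9 and 7 for those with longer 3′ UTRs. The last pair of lists are subsets of the Pum targets. Several supported ends were present in 177 of 429 Pum targets (41.3%) and in 15.4% of other genes (Fisher's exact test, adjusted p = 8.05e-35). Random lists matched on the number of annotated ends gave 34.5% (95% range 31.0% to 38.0%) for the Pum targets. The other 3 lists were made from genes already known to have alternative 3′ ends. A neuronal 3′ UTR is the extension of a shorter one, and the synaptosome comparison took only genes with several expressed 3′ isoforms. A higher share than in other genes or in the remaining Pum targets is therefore built into these lists, and no conclusion is drawn from tests of it. Several supported ends were present in 185 of 255 genes with a neuronal 3′ UTR (72.5%), in 25 of 41 genes shorter in synaptosomes (61.0%) and in 4 of 7 genes longer in synaptosomes. Among Pum targets the share was 54 of 70 inside the neuronal list (77.1%), where the same selection applies, and 123 of 359 outside it (34.3%).

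Pum recognises the Pumilio response element, and its presence in the 3′ UTR was compared between lists. The motif occurred in 344 of 429 Pum targets (80.2%, Wilson 95% interval 76.2% to 83.7%) and in 1431 of 7671 other genes (18.7%). The odds ratio was 17.6 (Fisher's exact test, adjusted p = 2.69e-155). Target 3′ UTRs were longer, with a median of 1467 bases against 228 bases in genes of no list. Random lists matched on 3′ UTR length carried the motif in 38.6% of genes (34.3% to 43.1%), and none of the 10000 reached the observed share. Motif density was 0.826 per kilobase in targets and 0.438 in other genes, a ratio of 1.89 (bootstrap 95% interval 1.71 to 2.10). Among the alternatives, restricting the search to the last 200 bases lowered the difference in share most, from 61.5 to 11.9 percentage points.

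The neuronal 3′ UTR list behaved differently once length was considered. Its genes carried the motif in 138 of 255 cases (54.1%), more often than other genes (20.9%, Fisher's exact test, adjusted p = 7.19e-30). Length-matched random lists gave 49.4% to 60.4%, and the observed share fell inside this range. The genes drawn for these random lists include Pum targets outside the neuronal list, 79.1% of which carried the motif. How far they raise the range was not tested, so it does not show what length alone gives. The motif density of the neuronal list, 0.359 per kilobase, was lower than the 0.530 of other genes, a ratio of 0.678 (0.576 to 0.776). Those other genes include Pum targets, and against the 0.465 per kilobase of genes in no list the ratio was 0.774 (0.659 to 0.896). Genes shorter in synaptosomes carried the motif in 32 of 41 cases (78.0%), above the length-matched range of 39.0% to 68.3%. This share differed little from the 80.4% of the remaining Pum targets (Fisher's exact test, adjusted p = 0.684). Motif density in the genes shorter in synaptosomes was 0.615 per kilobase against 0.502 in other genes. The ratio of 1.22 had an interval that includes 1 (0.897 to 1.61), and 9 of 50 scrambled motifs gave a ratio as high. All 7 genes longer in synaptosomes carried the response element, above the length-matched range of 14.3% to 85.7%. The difference from the remaining targets was not significant at this number (Fisher's exact test, adjusted p = 0.531). Their density ratio to other genes was 1.84 (1.17 to 3.17), but 14 of 50 scrambled motifs gave a ratio as high, up to 3.41.

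**Figure D2:**
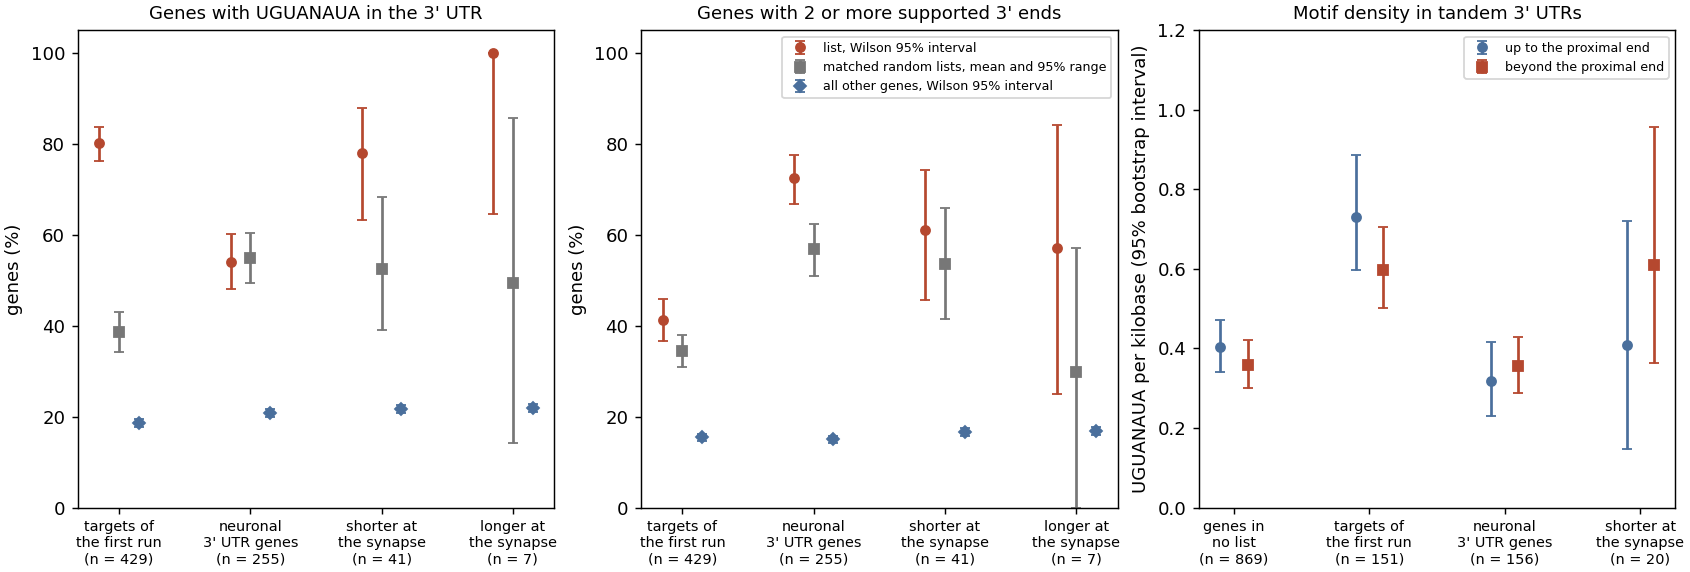
The left and middle panels give the share of genes (%) that carry UGUANAUA and that have 2 or more supported ends, for each list (circles), matched random lists (squares) and all other genes (diamonds). The lists other than the Pum targets were made from genes with alternative ends, so their place in the middle panel is no test. Pum targets of the first run stand at 80.2% for the motif, and matched lists at 38.6%. The right panel gives motifs per kilobase before and beyond the proximal supported end, and the intervals of the 2 regions overlap for genes in no list and for the 3 lists drawn.

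The position of the motif relative to the proximal end was examined because the study asked whether Pum associates with the distal part of long isoforms. In 1130 genes with tandem 3′ UTRs, 435 motifs lay beyond the proximal end, and 432 were expected if motifs fell at random along each 3′ UTR (ratio 1.01, permutation of motif positions, adjusted p = 1.0 over 6 groups). Among 151 Pum targets, 183 motifs lay beyond the proximal end, against 183 expected (ratio 1.00). Density in these targets was 0.730 per kilobase up to the proximal end (0.597 to 0.888) and 0.596 beyond it (0.502 to 0.706). In 156 genes of the neuronal list, 131 motifs lay beyond the proximal end, against 122.5 expected (ratio 1.07, permutation of motif positions, adjusted p = 0.448). Their density was 0.319 per kilobase up to that end (0.231 to 0.415) and 0.355 beyond it (0.289 to 0.428). In 20 genes shorter in synaptosomes, 29 motifs lay in the distal region and 8 in the proximal one. The random placements gave 25.2 on average and 21 to 30 in 95% of cases, so no excess was detectable with this number of genes (permutation adjusted p = 0.448). The distal regions of these 20 genes had a median of 2070.5 bases, and the proximal ones 408 bases. Distal motif density was higher in the Pum targets than in other tandem genes, at 0.596 and 0.324 per kilobase (permutation test over genes, adjusted p = 0.00052 over the 4 lists). The difference was not confined to the distal region. Up to the proximal end, the density of 0.730 in targets also exceeded the 0.404 (0.340 to 0.473) of tandem genes in no list. No test was run for that region. For the neuronal list distal density was 0.355 against 0.425 (permutation test, adjusted p = 0.371) and for genes shorter in synaptosomes 0.609 against 0.391 (permutation test, adjusted p = 0.371). The list of genes longer in synaptosomes had only 2 tandem genes (permutation test, adjusted p = 0.755).

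Of the 18 named genes, all had at least 3 clusters and 17 had a supported end. The gene pum (FBgn0003165, chromosome 3R, 9066343 to 9237682, minus strand) had 27 clusters, of which 5 lay at annotated ends, 15 elsewhere in the 3′ UTR and 7 in 5′ UTRs. They gave 3 supported ends, the most proximal at 9069777 and the most distal at 9066338. Both response elements of its 3′ UTR lay beyond the proximal end, at 9069151 to 9069158 and 9066795 to 9066802. The sodium channel gene para (FBgn0285944, chromosome X, 16455027 to 16533096, minus strand) had 18 clusters and 2 supported ends, and its tandem 3′ UTR carried 1 motif on each side of the proximal end at 16463594. The spliced 3′ UTR of para used in the comparisons of lists, 8761 bases long, held only 1 motif.

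**Figure D3:**
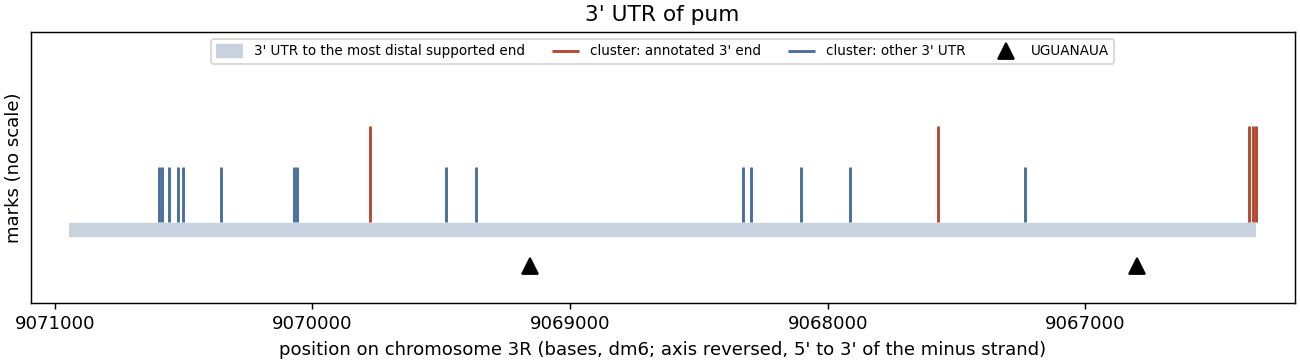
The 3′ UTR of pum on chromosome 3R is drawn from its start at 9070944 to the most distal supported end at 9066338 (axis in bases, reversed so that transcription runs left to right). Tall lines are the 5 clusters at annotated ends, short lines the 15 other 3′ UTR clusters, and triangles the 2 UGUANAUA sites, which both lie beyond the proximal supported end at 9069777.

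Among the receptor and channel genes, Dop1R1 (FBgn0011582, chromosome 3R, 14165379 to 14214810) had a proximal end at 14177283 and a distal end at 14165366, with all 3 of its motifs in the 11917 bases between them. The gene nAChRalpha1 (FBgn0000036, chromosome 3R, 24393896 to 24457157) had 4 motifs, all in the 7202 bases beyond its proximal end. For nAChRalpha6, 1 motif lay in 3631 distal bases, and nAChRbeta1 had 2 supported ends and 0 motifs. The phosphodiesterase gene dnc (FBgn0000479, chromosome X, 3176440 to 3343767) had 26 clusters and 3 motifs, all in the 4475 distal bases. The proximal regions of Dop1R1, nAChRalpha1, nAChRalpha6 and dnc measured only 637, 643, 148 and 163 bases. Random placement would therefore also put most motifs of these genes beyond the proximal end. The gene orb2 had 21 clusters, 5 of which also named other genes, and 0 motifs in the 1578 bases up to its last supported end, while its clusters beyond that end were not searched. Syt1 had 34 clusters, 28 of them in the 3′ UTR away from annotated ends, and 1 motif. The genes brp, klg, rut, VAChT and GluRIA each had 1 supported end, with 4, 3, 3, 2 and 2 motifs. Shaw had 3 clusters, none within 50 bases of an annotated end. Among the isoform examples, Bx had 1 supported end, Oamb and Sema2b had 2, and each of the 3 carried 2 motifs. In Sema2b (FBgn0264273, chromosome 2R, 16386524 to 16431758), 1 motif lay on each side of the proximal end at 16430763.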

Values the study reported

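The study identified 460 Pum target genes in its first xRIP run. Of 271 genes with a neuronal 3′ UTR, 71 (26%) were among these targets. In synaptosomes, 3′ UTRs were shorter for 43 of the Pum target genes and longer for 10. For its motif analysis it used 8931 expressed genes, of which 3757 were alternatively polyadenylated.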

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

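The test of repeated positions on the rDNA scaffold was chosen after the repeats had been seen, and the random positions on that scaffold were redrawn without unresolved bases after a first result had been seen. The values with A-stretch positions kept were also added after the others had been seen. The other tests here were written down before their outcome was known.

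In the list, 2259 clusters lay in coding sequence. They are outside the 3′ ends on which the gene and isoform comparisons rest, and the report describes only the sequence around them. The tables argue against these clusters being, as a set, processed ends at unannotated poly(A) sites. A poly(A) signal preceded 9.08% of them, close to the 6.68% of random coding positions and far from the 82.2% at annotated ends, although the small excess over random positions leaves room for some such ends. Internal priming at A-rich sequence is the candidate explanation that the test left standing. The next 10 bases held 2.40 more A than random coding positions of the same genes, and at annotated ends this difference was 0.250. Part of that contrast comes from leaving out positions followed by A stretches, because annotated ends were exempt from the authors' rule. With those positions kept on both sides, the differences were 2.44 in coding sequence (5.31 A against 2.87) and 0.904 at annotated ends (4.39 A against 3.48). In the list, 1747 of 15618 clusters over 25 bases from an annotated end (11.2%) were still followed by an A stretch as the rule was computed here, and in coding sequence the share was 5.92% of positions. Why these remained was not tested. Other 3′ UTR clusters also had an excess of A, by 1.26, with a poly(A) signal before 49.0% of them, and how many of them are processed ends was not tested. No biological explanation was tested.

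The 1976 clusters in 5′ UTRs are likewise outside those 3′ ends. A poly(A) signal preceded 23.1% of them, against 17.2% at random 5′ UTR positions and 82.2% at annotated ends, which argues against processed ends as the main source. The next 10 bases held 2.08 more A than random positions, which is consistent with internal priming, and 2.02 more with A-stretch positions kept. Premature ends in a minority of genes stay open, and no biological explanation was tested.

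The rDNA scaffold carried 934 clusters, which belong to RNA without a regular poly(A) tail and enter no comparison of genes or isoforms. Repeated listing does not account for them. They occupied 734 distinct positions, although 797 of the 934 named more than 1 gene, and copies of the repeat on the scaffold share sequence. Priming at A-rich sequence may contribute, since the next 10 bases held 1.07 more A than random positions of the scaffold. Whether these clusters differ between IP and input was not tested, because the count columns name no library.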

How the results depend on the processing

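All alternatives reported here were chosen after the data had been examined. None of the alternatives fixed beforehand was run, because each applies to a comparison of the count columns. These were other tests, normalizations, count filters, fold thresholds, pseudocounts, proximal-site rules, set tests, samples in the fit and leaving out each library, and the window, motif and unit of the motif comparison between called clusters. No paired analysis was possible because the count columns carry no replicate number. For the same reason the effect of depth could not be examined.

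Of 92 alternative values for 17 results, 72 kept their direction and their side of the threshold, or stayed inside the interval. The 72 include values for several supported ends in lists other than the Pum targets, where a difference is built in. They also include motif differences with all clusters of the 3′ UTR and downstream, which were identical to the main values in every list. Neither kind is evidence of stability. The share of clusters at annotated ends was 46.99% with 25 bases, 59.02% with 100 bases, 54.4% without the rDNA scaffold and 54.3% with clusters naming 1 gene only. The share of genes with several supported ends was 15.5% with 25 bases to the annotated end, 23.4% with 100 bases, 25.0% with ends grouped within 25 bases, 15.1% with ends grouped within 100 bases and 39.2% with all clusters of the 3′ UTR and downstream. These shares depend on the definitions by construction.

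The Pum targets kept a higher share than other genes under all alternatives tried, both for several supported ends (25.3 to 42.1 percentage points) and for the motif (11.9 to 62.5 percentage points). Searching a fixed length upstream of the most distal end, which limits the advantage of long 3′ UTRs, changed 2 of the other 3 lists. Whether it removes that advantage is not shown, since the 3′ UTRs of genes in no list had a median of 228 bases and many are shorter than the window. For the neuronal 3′ UTR genes the motif difference of 33.3 percentage points became 1.32 with 500 bases and -3.47 with 200 bases. For genes shorter in synaptosomes it went from 56.4 to 10.1 and 1.78, no longer past the threshold. For the 7 genes longer in synaptosomes, the motif difference of 78.2 percentage points stayed past the threshold at 54.7 with 500 bases and 46.8 with 200 bases. It was 21.8 percentage points with UGUA, and the difference in several supported ends was 13.1 with 25 bases to the annotated end and 32.2 with ends grouped within 25 bases, and these 3 values were not past the threshold. Differences in several supported ends are no test for the lists other than the Pum targets, which were made from genes with alternative ends. The cause was not tested.

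The ratio of motifs beyond the proximal end to expectation in Pum targets, 1.00, fell slightly under 1 with 25 bases (0.994), 100 bases (0.996), ends grouped within 100 bases (0.998) and UGUAHAUA (0.997), and no value was past the threshold. The differences in downstream A kept their direction in all 9 alternatives tried.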

Other observations

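The tests in this part were written down before their outcome was known, except the comparison of A runs by position, the density of the neuronal list and the division of the Pum targets by that list, which were made after related values had been seen. The length bins of the matched lists were also made finer after a first result had been seen.

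More Pum targets of the first run carried the response element than other genes. The motif was counted in annotated 3′ UTRs, and the clusters only decided which transcript of a gene was used. The study had itself ranked this element first among motifs enriched in 3′ UTRs of these targets, so the result is not independent of it. Longer 3′ UTRs alone do not account for the higher share, since length-matched lists carried the element in 38.6% of genes against 80.2%. Base composition alone does not either. The density ratio of 50 scrambled motifs averaged 1.10, the highest was 1.45, and the response element gave 1.89. Direct recognition by Pum is the biological explanation the design names, and it was not tested here because no IP enrichment was measured.

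Several supported ends were also more frequent in Pum targets. The number of annotated ends accounts for most of the difference from other genes but not for all of it, as matched lists gave 34.5% against 41.3%. Targets that are also in the neuronal list were listed for their alternative ends, so the rest were examined apart. In the other 359 targets the share was 34.3% against 28.7% (95% range 24.8% to 32.3%) in matched genes of neither list. Expression may contribute, because an end is listed only where reads were deep enough, and this was not matched. The list of clusters also pools the Pum IP libraries, and the targets were defined by enrichment in a Pum IP. Extra depth in those libraries may therefore add listed ends in targets, and this was not tested.

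Genes shorter in synaptosomes had 29 motifs beyond the proximal end. The length of the region may be sufficient to explain this number, since 25.2 were expected from length alone and 29 lay inside the range of random placements.

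The neuronal 3′ UTR genes had a lower motif density than other genes (ratio 0.678), and all 50 scrambled motifs gave a higher ratio, with a mean of 0.992. Part of this comes from the comparator, which includes the motif-rich Pum targets. Against genes in no list the ratio was 0.774 (bootstrap 95% interval 0.659 to 0.896), and 2 of the 50 scrambled motifs gave a ratio as low. The 185 neuronal list genes that are not Pum targets had 0.238 motifs per kilobase, a ratio of 0.512 (0.406 to 0.622) to genes in no list. Of the 70 targets left out, 60 carried the motif, so a lower density is partly built into this choice. In the distal regions of tandem genes the density of the list, 0.355 per kilobase, was close to the 0.359 of genes in no list. Up to the proximal end the list had 0.319 (0.231 to 0.415) and genes in no list 0.404 (0.340 to 0.473), with overlapping intervals. The density ratios were not matched on length. The share of the list's genes with the motif, 54.1%, lay inside the length-matched range of 49.4% to 60.4%. The genes drawn for that range include Pum targets outside the list, so it does not show what length alone gives.

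Among 11290 single-base clusters more than 25 bases from an annotated end, 6 A starting at the cluster's own base occurred in 0.159% (Wilson 95% interval 0.101% to 0.252%). A run of 6 A starting at the next base occurred in 3.73% (3.39% to 4.09%). The reason for this step of 1 base was not tested.

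Here 1362 genes had several supported ends. That is lower than the number of alternatively polyadenylated genes quoted from the study above, which rests on another set of ends and other libraries. The number found here also depends on the definition. The share of genes rose from 16.8% to 39.2% when all clusters of the 3′ UTR and downstream were counted.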
